A study of Homo sapiens with 6 samples. Its data were reported in "MicroRNA Profiling in Oesophageal Adenocarcinoma Cell Lines and Patient Serum Samples Reveals a Role for miR-451a in Radiation Resistance" (2020).

How the data were processed

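Total RNA of OE19 cells transfected with a miR-451a inhibitor or with Negative Control A was made into small RNA libraries, with 3 libraries per group from 3 independent experiments. The submitters' processing notes name FastQC 0.11.8, cutadapt 1.8, STAR 2.7.0f, DESeq and the GRCh38 build. Per the study's methods, adapters were trimmed and reads were aligned with Bowtie to miRBase miRNAs and to piRNAbank piRNAs. The authors then normalised the counts within each library for GC content and length with EDASeq and between libraries for depth with DESeq2. STAR is named there for messenger RNA reads. The settings of the within-library step are not given in the sources used here.

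The deposited values are a normalised signal that the authors made by these steps. Each column held whole numbers divided by 1 factor. In the miRNA table those whole numbers fell on only 456 to 471 distinct values per library, so they had been adjusted already and are not reads. This makes many miRNAs of different abundance share a value, sets a ceiling shared by 6 to 11 miRNAs per library, and leaves no read depth. The piRNA table held the adjusted block and a second block under repeated column names. The header does not say what the second block is. Its values are whole numbers divided by 1 factor per library, with few ties and with zeros where the adjusted block has none, and it was therefore read here as normalised for depth alone. The whole numbers of the miRNA table and of the adjusted block had been adjusted already, so no test for counts was run on them. Those of the second block were taken back, with all values within 0.001 of a whole multiple of 1 step. The smallest above 0 was 26 to 155 per library, so no low values could check the step, and edgeR and DESeq2 were not used. Instead limma voom was run on them with the deposited depth factors, with and without the replicate block, which was chosen after the data were seen. Of the 2400 miRNA names, 163 carry an allele suffix, and such names were not matched to the lists. The 18 sample columns were matched to samples by name, and individual libraries were not matched between the 2 tables. The study and the sample titles number the experiments of the piRNA data differently. Replicate numbers of the miRNA table follow its own column names, and whether its replicates 1 and 3 are those of the titles is unknown; groups and pairs do not depend on this.

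Samples were grouped by their labels. The main comparison was inhibitor against control in limma 3.58.1 (R 4.3.3) on log2(value + 1) with an intensity trend, two-sided, with Benjamini-Hochberg adjustment, for RNAs with a mean of at least 10 over the 6 libraries. Fold changes are on the log2(value + 1) scale, which understates the change of RNAs with low values. This filter left out 665 miRNAs and no piRNA, and each table was fitted alone. Exact permutation tests of single RNAs were two-sided. Lists were tested with camera at a preset correlation of 0.01, repeated with an estimated one, and adjusted over the 23 lists with at least 3 tested members. The test, samples, 25 lists, alternatives and naming rule were fixed before the data were examined. The rule named miR-451a, up to 10 miRNAs per direction past the adjusted threshold with 1 direction in all 3 pairs, filled up with those of smallest unadjusted p under 0.05, the 5 most abundant miRNAs, the RNAs the study text names, up to 4 members per list and the 3 most abundant piRNAs. Leaving miRNAs at the largest value out of the counts of list members was decided after the values were seen. Since none passed the threshold, every miRNA named by direction came from the filling step.

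Whether same-numbered libraries were pairs was checked by correlating their deviations from the group means. For miRNAs the correlations were 0.42, 0.26 and 0.21 for the 3 numbers, and for piRNAs 0.64, 0.70 and 0.24 in the adjusted block, while libraries with unlike numbers ranged from −0.36 to 0.16 for miRNAs. The numbers were therefore taken to pair the libraries, as the design of independent experiments also implies, and the fit with a replicate block was an alternative. Limma intervals and p-values given without mention of the block are unpaired and so include variation between experiments. The same holds for the exact permutation tests of single RNAs. The other alternatives were pseudocounts of 0.5 and 5, no filter or a minimum mean of 50, TMM, median-of-ratios and quantile rescaling, limma without a trend or robust, and leaving out each library.

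The miRNA test was tested on simulated data with 1724 tested miRNAs. It recovered 5 of 45 miRNAs changed by 1 log2, 26 of 41 changed by 2, 29 of 35 changed by 3 and 40 of 42 changed by 4, and it called 3 of 1561 unchanged ones. The piRNA test on 58 simulated piRNAs recovered 0 of 3 changed by 0.5 log2, 2 of 3 changed by 1 and 1 of 3 changed by 2. On 58 simulated piRNA counts voom recovered 0 of 3 changed by 0.5 log2, 2 of 3 changed by 1 and 0 of 3 changed by 2, and it called 0 of 49 unchanged ones, so a lack of calls there excludes little. The list test called 1 of 23 lists, which was the shifted one. In that list all 9 members had been multiplied by 3 in the inhibitor libraries. Smaller or mixed shifts were not simulated, so the result says nothing of the power to find them. All simulations drew noise independently for each RNA and library, without experiment effects, correlation between RNAs or the ceiling of the deposited values. Recovery and false calls in the real data may therefore differ.

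Gene positions are from RefSeq on GRCh38, which gave a position for 107 of 108 named miRNAs, and are spans of the hairpin. Strand, intron and exon were read from a GENCODE annotation lifted to GRCh37, from which no coordinate is given. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.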

Results

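Small RNAs were sequenced from OE19, a human oesophageal adenocarcinoma cell line, after transfection with a locked nucleic acid inhibitor of miR-451a or with a non-targeting inhibitor called Negative Control A. Each group held 3 libraries from 3 independent experiments. A first table listed 2400 mature miRNAs, which are short RNAs that repress messenger RNAs. A second table listed 58 piRNAs, small RNAs named for their binding to PIWI proteins. The values in both tables were normalised and the read depth of each library is unknown. Words such as abundant, scarce and low refer below to the values given, and the GC and length step may have shifted these between RNAs. The values of an unlabelled second block for piRNAs divided back into whole numbers, which summed to 290543 to 350253 per library over the 58 piRNAs. The labels describe an irradiation protocol without saying whether the sequenced cultures were irradiated. Across miRNAs, log2 values of libraries of 1 group correlated at 0.928 to 0.960, and those of different groups at 0.924 to 0.964. No 2 libraries were duplicates.

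The first question was whether the inhibitor altered the level of its own target. The miRNA miR-451a is abundant in red blood cells and is processed by Argonaute 2 instead of Dicer. Its gene, MIR451A, lies on chromosome 17 from 28861369 to 28861440 (GRCh38). Its normalised value was 14.7 ± 4.69 (SD, n = 3) in control and 17.7 ± 15.3 (SD, n = 3) in inhibitor libraries. The log2 fold change was 0.00 (95% interval −1.39 to 1.40; limma adjusted p = 0.998), and the exact permutation test gave p = 0.9. The control libraries held 18.8, 9.59 and 15.8, and the inhibitor libraries 35.3, 7.88 and 9.96, so the inhibitor value was the higher one in 1 of 3 experiments. With the replicate block the 95% interval was −1.01 to 1.02. Without inhibitor replicate 1 the log2 fold change was −0.62 (95% interval −1.62 to 0.37). The median miRNA of the table had a mean of 15.2, and in each library between 8 and 191 other miRNAs had exactly the value of miR-451a.

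The second question was which other miRNAs differed between miR-451a inhibitor and control. No miRNA of the 1735 tested passed an adjusted p of 0.05 in limma, and 41 had an unadjusted p under 0.05. Among the abundant ones, miR-10a-5p stood at 162587 ± 54063 (SD, n = 3) in control and 73550 ± 9343 (SD, n = 3) in inhibitor libraries. Among the scarcer ones, miR-4466 stood at 47.2 ± 4.99 in control and 166 ± 62.8 in inhibitor libraries, and miR-3687 at 24.7 ± 9.16 and 98.6 ± 48.6. The oncogenic miR-21-5p, at 180343 ± 62605 and 157194 ± 16255, had a log2 fold change of −0.14 (95% interval −0.80 to 0.53).

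The miRNAs with the smallest unadjusted p and a higher value in all 3 inhibitor libraries than in their same-numbered controls are given here, although none passed the adjusted threshold (limma adjusted p = 0.997 for each). For miR-4466 the log2 fold change was 1.73 (95% interval 0.91 to 2.55). Its gene lies on chromosome 6 from 156779678 to 156779731, within an intron of ARID1B and on the opposite strand. For miR-3687, which overlaps precursor ribosomal RNA, it was 1.91 (95% interval 0.80 to 3.02). For miR-149-5p, encoded in an intron of GPC1 on chromosome 2 from 240456001 to 240456089, the values were 438 ± 101 and 732 ± 24.0 (log2 fold change 0.76, 95% interval 0.12 to 1.40). For miR-4429, within the span of GREB1, they were 192 ± 8.57 and 339 ± 19.9 (log2 fold change 0.82). The other members of this group were low in level. Their log2 fold changes were 1.23 for miR-6078, 1.04 for miR-6085, 0.79 for miR-4780, 1.02 for miR-548q, 0.94 for miR-1277-3p and 1.24 for miR-6748-3p.

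The miRNAs chosen by the same rule in the other direction were led by miR-10a-5p, with a log2 fold change of −1.10 (95% interval −1.71 to −0.50). Its gene lies on chromosome 17 from 48579838 to 48579947, within the span of HOXB3 in the HOXB cluster. It was at the largest value of the table in 1 library. Next came miR-6829-3p, within the span of TNK2 on chromosome 3 from 195882329 to 195882395, at 70.1 ± 16.5 in control and 20.1 ± 12.8 in inhibitor libraries (log2 fold change −1.90, 95% interval −3.03 to −0.77). The variant form miR-2277-3p.SNPC had high adjusted values, at 44583 ± 20954 and 19727 ± 2759 (log2 fold change −1.07). The variant form miR-33a-3p.SNPC, from an intron of the sterol regulator SREBF2, stood at 18.9 ± 4.40 and 9.29 ± 0.494 (log2 fold change −0.93). For miR-622 the log2 fold change was −1.36, for miR-1914-5p −1.64, for miR-4261 −1.57, for miR-5699-3p −1.09 and for miR-4478 −0.94. For miR-6768-3p the values were 20.1 ± 6.37 and 9.45 ± 2.66.

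**Figure D1:**
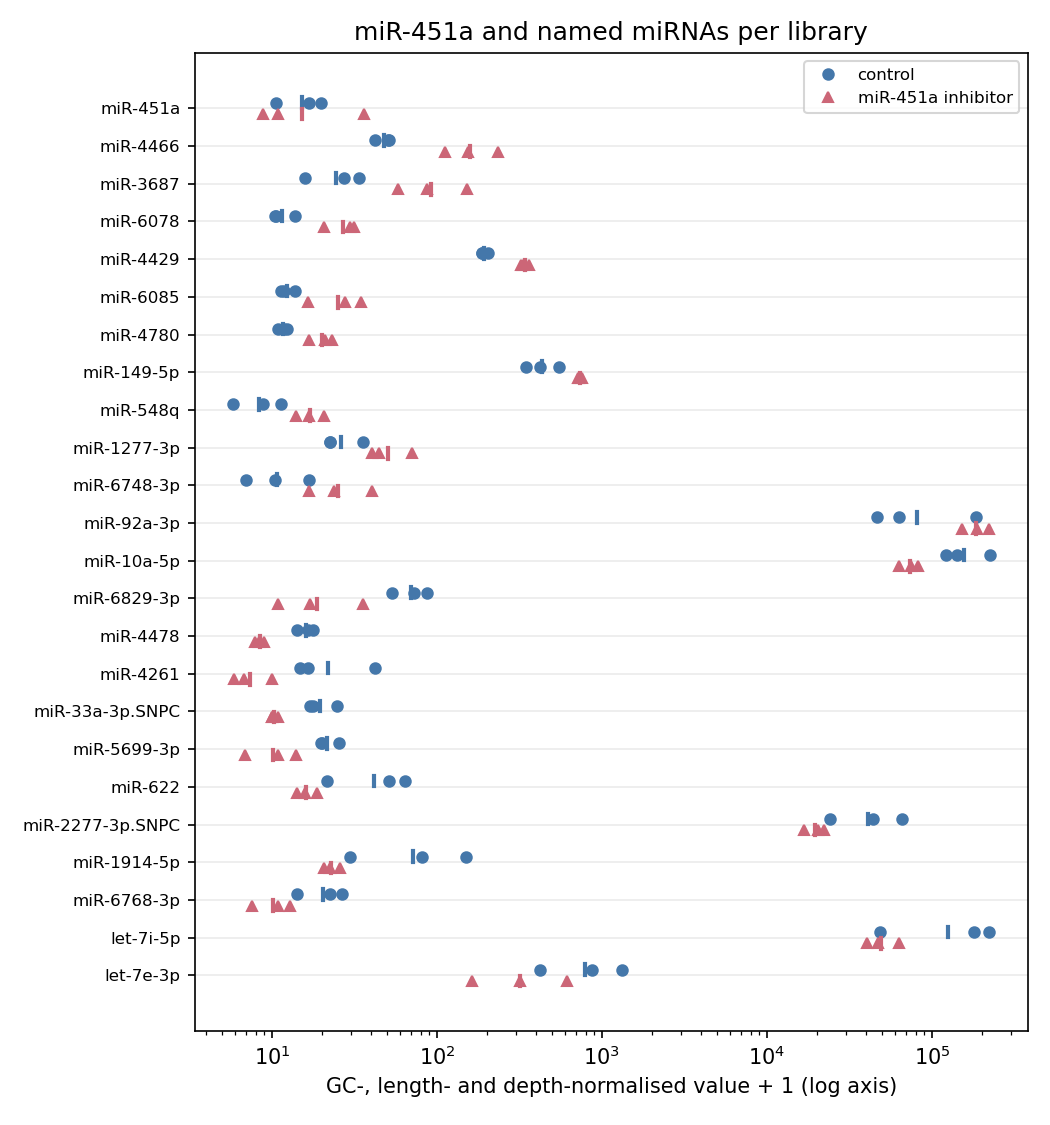
Normalised value + 1 of miR-451a and other named miRNAs in each library (log axis); circles are the 3 control and triangles the 3 inhibitor libraries, and short bars are group means of the log2 values. The groups overlap for miR-451a, whose log2 fold change was 0.00, and stand apart for miR-10a-5p, whose log2 fold change was −1.10.

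Besides miR-10a-5p, the study text names miR-92a-3p and 2 let-7 miRNAs. For let-7i-5p, a member of the growth-restraining let-7 family encoded on chromosome 12 from 62603686 to 62603769, the values were 149952 ± 90369 in control and 50099 ± 11458 in inhibitor libraries (log2 fold change −1.34, 95% interval −2.68 to 0.01). The exact permutation test gave p = 0.2. For let-7e-3p, from an intron of SPACA6 on chromosome 19, they were 870 ± 450 and 366 ± 231 (log2 fold change −1.30, 95% interval −2.75 to 0.14). For miR-92a-3p, a product of the oncogenic miR-17/92 cluster on chromosome 13 and of its paralogue on chromosome X, they were 97732 ± 75013 and 186908 ± 34067 (log2 fold change 1.19, 95% interval 0.01 to 2.36). In limma each had an adjusted p of 0.997. These differences depended on single libraries: with each library left out in turn the log2 fold change ranged from −2.02 to −0.92 for let-7i-5p, from −1.78 to −0.82 for let-7e-3p and from 0.78 to 1.77 for miR-92a-3p. In control replicate 2 let-7i-5p stood at 48139, beside 181054 and 220663 in the other controls, and in inhibitor replicate 3 miR-92a-3p was at the largest value of the table.

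The most abundant miRNAs could not be ranked or compared. In all 6 libraries miR-192-5p, miR-151a-3p, miR-92b-3p and miR-615-3p shared the largest value of the table, 219076 ± 22429 (SD, n = 3) in control and 212136 ± 23509 (SD, n = 3) in inhibitor libraries. The next, miR-99b-5p, was at that value in 4 libraries. In total 12 miRNAs reached the largest value of a library at least once, so a difference between them is hidden. Of the 198 miRNAs with a mean of at least 1000, those at the ceiling included, 172 had a log2 fold change within 0.5 of no change.

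Families that mark epithelial and proliferating cells had members on both sides of no change. In the counts of higher and lower members here and below, miRNAs at the largest value in all libraries of a group (let-7f-5p, miR-99b-5p, miR-27a-3p and miR-192-5p) were left out, since their direction cannot be read, while the list tests kept them. Of the 5 members of the miR-200 family, which maintains epithelial identity, 2 had a higher and 3 a lower mean log2 value with the inhibitor, and miR-200c-3p stood at 50309 ± 9902 and 52201 ± 3440. Of the other 8 let-7 members, 3 were higher and 5 lower, with let-7a-5p at 103491 ± 27328 and 149825 ± 24098. Of the 11 tested members of the miR-17/92 cluster and its paralogues, 4 were higher and 7 lower, with miR-20a-5p at 56336 ± 6335 and 49289 ± 3753. Of the other 5 tested members of the family of miR-10, miR-100 and miR-125, 3 were higher and 2 lower. That family held the 1 miRNA of any list that passed the threshold adjusted over the list alone, miR-10a-5p (limma adjusted p = 0.0218), which the study named from these libraries and which is therefore not independent evidence. Members on each side were 3 higher and 3 lower in the miR-15/16 family, 3 and 2 in the miR-30 family, 2 and 2 in the miR-23/27/24 clusters, 1 and 2 in the miR-29 family, 2 and 2 in the miR-181 family, and 1 and 3 among the products of miR-221 and its neighbour miR-222. In the last group miR-221-5p stood at 340 ± 60.7 and 252 ± 87.7.

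Markers of tissue origin and of other cell types were compared in the same way. Low miRNA values, here and above, do not show that reads were present. In the piRNA table, values at 0 in the second block held 75.5 to 5633 in the adjusted block. The miRNA table had no second block with which to check this. The intestinal and glandular markers were abundant, with miR-215-5p at 147557 ± 29813 and 167255 ± 18289, miR-196a-5p at 6944 ± 1012 and 5497 ± 415, and 2 of the 6 counted members higher. Of the squamous markers, miR-203a-3p stood at 6807 ± 1745 and 7956 ± 4311 and miR-205-5p at 10.6 ± 1.44 and 15.2 ± 7.47, and 2 members are too few for a list test. The same held for the endothelial pair, in which miR-126-3p stood at 4220 ± 380 and 4319 ± 371. Of the 8 members of the locus of miR-144 and miR-451a and other erythroid miRNAs, 6 were higher and 2 lower, with miR-144-5p at 10.8 ± 2.00 and 15.3 ± 7.11 and miR-486-5p at 66.0 ± 13.8 and 80.0 ± 28.2. The 6 include miR-451a itself, at a log2 fold change of 0.00. The list also holds both arms of several hairpins, so its members are not separate genes. The haematopoietic markers had 2 members higher and 4 lower, with miR-223-3p at 17.3 ± 2.88 and 12.2 ± 2.56. Over all 6 libraries their median level was 49.0 and their highest 241. Of the mesenchymal and muscle markers 6 were higher and 1 lower, with miR-143-3p at 60.3 ± 14.2 and 66.9 ± 7.94. Of the liver and neural markers 2 were higher and 2 lower, with miR-122-5p at 46.2 ± 3.38 and 40.3 ± 13.6. In the same list miR-9-5p stood far higher, at 4673 ± 896 and 4071 ± 785.

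Stress and drug response lists did not pass either. Of 6 counted miRNAs that respond to p53, the DNA damage regulator, 5 were lower and 1 higher, with miR-34b-3p at 24.7 ± 6.15 and 17.7 ± 7.39. Of the hypoxia and stress list 5 were higher and 3 lower, with miR-210-3p, the classical hypoxia miRNA, at 2962 ± 610 and 3205 ± 510. Of the fragments of other abundant RNAs 6 were higher and 7 lower, with miR-3960 at 100 ± 9.85 and 196 ± 101 beside miR-3687. Of the imprinted cluster at 14q32, 7 members were higher and 13 lower. The lists that the study had tied to treatment resistance in oesophageal adenocarcinoma cell lines by quantitative PCR held 3 higher and 4 lower members for radiation alone, 3 and 6 for radiation and cisplatin, 3 and 3 for cisplatin alone, and 5 and 4 for 5-fluorouracil. The 5-fluorouracil list pooled miRNAs that rose and miRNAs that fell with resistance in the study. Its counts and list test therefore say nothing of movement towards or away from resistance. The higher members of the radiation list include miR-451a, at a log2 fold change of 0.00, and miR-30a-3p, at 13330 ± 5104 and 18164 ± 1698. In camera 0 of the 23 tested lists passed, each with an adjusted p of 0.954, or 0.956 at the smallest with an estimated correlation, and 0 had an unadjusted p under 0.05. The median, the mean and the camera direction differed in sign for the cluster of miR-17 and miR-92a, the miR-30 family, the intestinal and glandular markers, the fragments and 3 of the resistance lists (radiation alone, radiation and cisplatin, and 5-fluorouracil).

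By the looser rule of an unadjusted p under 0.05 and 1 direction in all 3 pairs, 41 miRNAs were selected, 23 higher and 18 lower with the inhibitor. The 3 other splits of the libraries that part all pairs gave 38 to 53 miRNAs with an unadjusted p under 0.05. With the replicate number as a block the rule selected 67, 32 higher and 35 lower, and with a minimum mean of 50 it selected 9. When a library was left out, 16 to 21 of the 41 were selected again. The smallest adjusted p in limma was 0.997. Groups did not overlap for 114 miRNAs, or 6.57% of those tested. Libraries without pairing would give 10%, and 86.8 miRNAs with an unadjusted p under 0.05; both counts lay below these values, which do not hold for paired libraries. In 3 against 3 libraries an exact permutation test cannot give a p below 0.1, and the median 95% interval reached 0.95 log2 to each side.

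**Figure D2:**
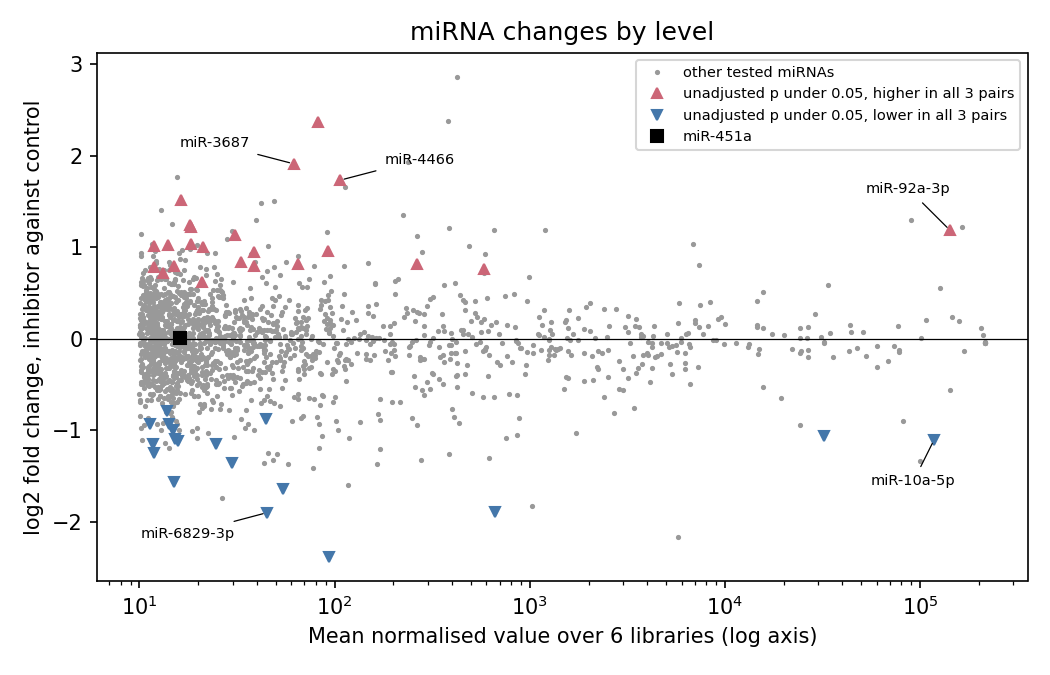
Log2 fold change, inhibitor against control, plotted against the mean normalised value over 6 libraries (log axis) for the 1735 tested miRNAs. Triangles mark the 41 miRNAs with an unadjusted p under 0.05 and 1 direction in all 3 pairs, and the square marks miR-451a at 0.00.

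The last question was whether piRNAs differed. The piRNA named DQ570994 stood at 14920 ± 2944 (SD, n = 3) in control and 19027 ± 494 (SD, n = 3) in inhibitor libraries after adjustment for GC content, length and depth (log2 fold change 0.37, 95% interval 0.05 to 0.69). DQ590013 stood at 7688 ± 642 and 5672 ± 682 (log2 fold change −0.44, 95% interval −0.84 to −0.04), and DQ597916 at 7403 ± 395 and 6406 ± 450 (log2 fold change −0.21, 95% interval −0.54 to 0.13). None of the 58 piRNAs passed an adjusted p of 0.05 in limma, where the smallest was 0.837, and 2 had an unadjusted p under 0.05. With each library left out in turn the log2 fold change of DQ570994 ranged from 0.26 to 0.52, and it passed only at 0.52, without control replicate 3 (limma adjusted p = 0.0204); after quantile normalisation it was 0.15. The highest values belonged to DQ595899 and DQ597997, which were tied at 22800 ± 2331 and 21300 ± 820, and to DQ593039 at 22651 ± 2577 and 20863 ± 848.

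The same table held a second, unlabelled block of values for the same libraries, in which zeros were kept and ties were few. There DQ570994 stood at 5476 ± 1380 (SD, n = 3) in control and 9710 ± 1761 (SD, n = 3) in inhibitor libraries and was higher in 3 of 3 pairs (log2 fold change 0.84, 95% interval 0.29 to 1.40). DQ590013 stood at 926 ± 119 and 902 ± 158 (log2 fold change −0.05, 95% interval −0.65 to 0.55), and DQ597916 at 319 ± 35.6 and 294 ± 104 (log2 fold change −0.18). None passed in limma, where the smallest adjusted p was 0.491, and 1 had an unadjusted p under 0.05. The most abundant piRNAs of this block were DQ581031, at 127101 ± 7313 and 146143 ± 18122, and DQ581032, at 87889 ± 3989 and 109645 ± 17851, ahead of DQ595899 at 8356 ± 631 and 9635 ± 1232. Together DQ581031 and DQ581032 made up 75% to 79.5% of this block in each library and 7.46% to 8.13% of the adjusted block.

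**Figure D3:**
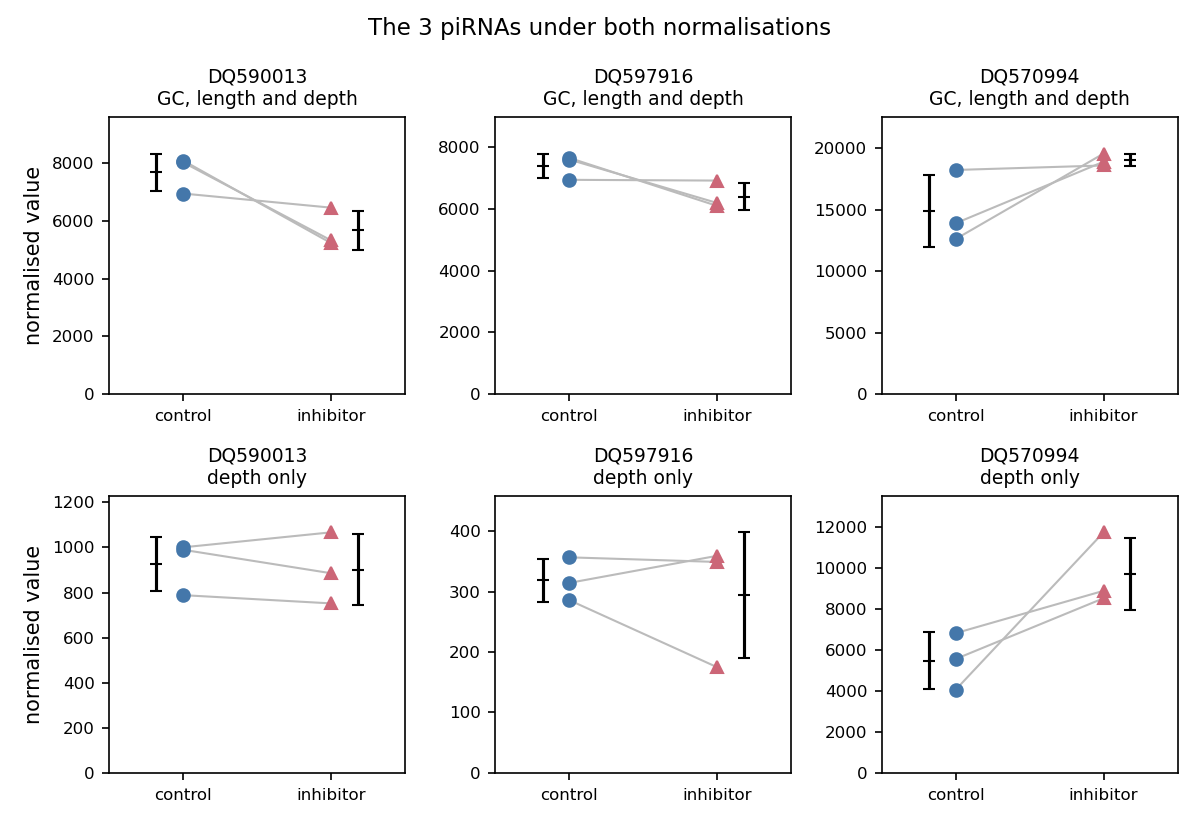
Normalised values of DQ590013, DQ597916 and DQ570994 in each control and inhibitor library, in the GC, length and depth adjusted block (top) and in the second block, read from its values as depth adjusted only (bottom). Lines join same-numbered libraries and bars are mean ± SD (n = 3); DQ590013 has a log2 fold change of −0.44 at the top and −0.05 at the bottom.

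**Figure D4:**
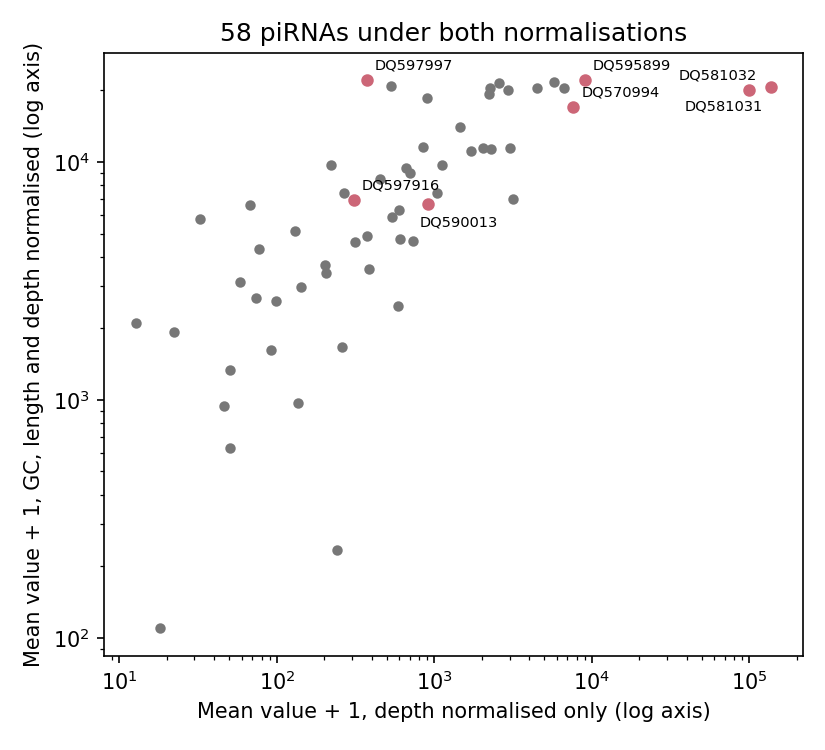
Mean value + 1 over 6 libraries of the 58 piRNAs in the second block (horizontal, log axis) and in the GC, length and depth adjusted block (vertical, log axis). DQ581031 and DQ581032 stand far to the right of the others and level with many of them on the vertical axis.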

Values the study reported

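The study reported 48 miRNAs that differed between OE19 cells treated with the miR-451a inhibitor and with the negative control, 23 of them upregulated and 25 downregulated. It named miR-10a-5p and let-7i-5p among them. For piRNAs it reported 3 differences, with DQ590013 and DQ597916 down and DQ570994 up. The methods of the study name a Mann Whitney U test for these data and state no adjustment of its p-values. The looser rule above was modelled on the study's criterion but uses limma. Its count and the counts at an adjusted p are therefore not like for like with those of the study. With the inhibitor the surviving fraction after irradiation was 73% against 87% with the negative control, and without irradiation 69 against 86 colonies formed.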

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

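The tests of the DQ570994 difference below were chosen only after its values were seen. The difference was singled out because it also appeared in the second piRNA block, which the main comparison does not use. That block holds the same libraries under another scaling, and the study had named DQ570994 from them, so it is not independent evidence. There DQ570994 had a log2 fold change of 0.84 and was higher in 3 of 3 pairs. It made up 1.94% ± 0.53 of the block in control and 2.93% ± 0.31 in inhibitor libraries (SD, n = 3, exact permutation p = 0.1). That p is the smallest for 3 against 3 libraries taken as unpaired. An exact sign-flip test of 3 pairs cannot give a p below 0.25. In 17 of 17 settings the log2 fold change there was above the 0.37 of the adjusted block (0.58 to 1.02). The lower bound of its 95% interval was 0.29. The difference was thus present where the GC and length step appears absent, which is read from the values of the block. That bound was above 0 in 16 of the settings, all refits of the same 6 libraries. With the replicate block it was 0.03 in limma and 0.02 in voom. It was 0.12 without a trend, 0.10 without control replicate 1 and −0.0049 after quantile normalisation. By the rule kept, the values argued against the step as the whole cause of the 0.37. A stricter rule that asked for all settings was tried and dropped after its result was known. Under it the step stayed open, so the step is not excluded. Against depth scaling of the inhibitor libraries, the median log2 fold change of the other 57 piRNAs was −0.056 with an interquartile range of 0.37. That cannot decide the question, because scaling by median ratios sets such a median near 0 in advance. Median-of-ratios rescaling left the log2 fold change of DQ570994 at 0.84, so the block had the form that such scaling gives. An effect of the inhibitor may be behind the difference, but it failed correction (limma adjusted p = 0.491, with 0.187 as the smallest under the alternatives in this block), and reads shared with other RNAs were not tested.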

How the results depend on the processing

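Every alternative listed here but voom was planned, and all gave 0 miRNAs and 0 lists past an adjusted p of 0.05. The 1 piRNA call came without control replicate 3, where DQ570994 passed, so leaving out a library gave 0 to 1 piRNAs, and the cause was not tested. The rule of an unadjusted p under 0.05 with 1 direction in all pairs selected 41 miRNAs, 9 with a minimum mean of 50, where fewer miRNAs were tested, and 67 with the replicate block, 33 of them shared with the 41. Without each library in turn it selected 40 to 55, with only 16 to 21 of the 41 among them. The replicate block changed no other call. The miR-451a log2 fold change ranged from −0.62 to 0.39 without each library. Of 1812 alternative values of 115 named RNAs, 70 changed sign, and none of these belonged to the 23 RNAs with an unadjusted p under 0.05. A small p in the same libraries makes a change of sign unlikely in advance, so this is no evidence of robustness. A value with a larger p was taken to have no direction to reverse. For miR-10a-5p the log2 fold change ranged from −1.29 to −0.85 and the smallest adjusted p was 0.486. The planned edgeR and DESeq2 tests were not run, since no table holds numbers known to be reads. Voom on the whole numbers of the second piRNA block, chosen after the data were seen, gave 0 piRNAs (smallest limma adjusted p 0.511, or 0.1002 with the replicate block). It recovered few simulated changes. A planned comparison with deposited p-values was not run either. At an adjusted p of 0.1 the main comparison also gave 0 miRNAs. Depth is unknown, so its effect on precision could not be assessed; for miRNAs with a mean of at least 1000 the median 95% interval reached 0.66 log2 to each side.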

Other observations

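The tests of miR-451a, of DQ590013, of hairpin arms and of low-level miRNAs were chosen only after the results were seen, and those of neighbouring genes and of sample splits before.

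The log2 fold change of the target miR-451a was 0.00. Its mean over 6 libraries lay at the 52.8th percentile of listed miRNAs, where the quartiles were 9.37 and 45.1. By library its percentile ranged from 24.6 in inhibitor replicate 2 to 73.25 in inhibitor replicate 1. The median miRNA had a mean of only 15.2, so a middle percentile does not place miR-451a clear of the floor. Whether a low level may have hidden a loss was left open. The cut-offs for this, the 25th and 75th percentiles, were set after the value was known and replaced a single cut-off at the 75th, under which a floor had fitted. That the inhibitor lowered the measured miR-451a cannot be told apart from no effect, because the 95% interval reached down to −1.39, or to −1.01 with the replicate block. A locked nucleic acid inhibitor can also block a miRNA without removing it, which these libraries do not test.

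DQ590013 had a log2 fold change of −0.44 with the GC and length step and −0.05 in the second block. Whether that step may have made the difference cannot be told apart, because without it the 95% interval was −0.65 to 0.55 and so held both 0 and −0.44. An earlier test of the same explanation compared the log2 ratio of the blocks, which was 3.06 ± 0.28 in control and 2.66 ± 0.12 in inhibitor libraries (SD, n = 3; exact permutation p = 0.2). Its groups overlapped, and it was replaced after that result because overlap of 3 values excludes nothing. Within pairs the ratio was lower with the inhibitor in 3 of 3, by 0.40 ± 0.18 (SD, n = 3; exact sign-flip p = 0.25, the smallest for 3 pairs), which also leaves the step open. Across piRNAs the block means had a Spearman correlation of 0.81, and the 54 values listed at 0 in the second block held 75.5 to 5633 in the adjusted block.

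A first hypothesis was that changes in a precursor moved both arms of a hairpin. Across 399 hairpins the log2 fold changes of the arms had a Pearson correlation of −0.013 (permutation p = 0.794) and a Spearman correlation of −0.0015. This gave no sign of such movement but cannot exclude it. The median absolute log2 fold change was 0.25, while the median 95% interval reached 0.95 to each side, and such noise pulls a correlation towards 0. Of 16 miRNAs selected by the looser rule with a tested partner arm, 6 had a partner in the same direction (exact binomial p = 0.454). A second hypothesis was that miRNA genes within 10 kb of each other moved together through shared transcription. Across 123 neighbouring pairs the Pearson correlation was 0.18 (permutation p = 0.0472) and the Spearman correlation 0.12. This met the prediction made beforehand but failed adjustment over the 3 hypotheses (adjusted p = 0.142), and pairs of 1 cluster are not independent. The correlation was also above 0 in 8 of the 9 other splits, with 0.15 the highest, and the 3 that part all pairs gave 0.14, 0.13 and 0.097. Groupings that mix inhibitor and control libraries on both sides thus gave nearly as much. They mix them unevenly and still carry part of the treatment difference, so they are not free of the treatment. The permutation p, which is set against 0, does not by itself tie the correlation to the inhibitor. The last hypothesis was that the 41 selected miRNAs were mostly low in level. A mean under 50 was found in 68.3% of them and in 67.2% of the other tested miRNAs (odds ratio 1.05, Fisher's exact p = 1), which leaves it open.

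The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split gave 0 miRNAs past the adjusted threshold and the highest other 1, so 10 of 10 splits gave as many. For piRNAs these were 0 and 1 (10 of 10), and for lists 0 and 0 (10 of 10). At an unadjusted p under 0.05 the real split gave 41 miRNAs and the highest other 148, with 9 of 10 splits giving as many. Counts of 127 to 148 came from 4 of the 6 splits that kept both libraries of an experiment together, and the other 2 gave 45 and 89, which points to a structure of the samples by experiment. Among the 4 splits that part all 3 pairs, the looser rule selected 41 miRNAs in the real one and 52, 40 and 38 in the others, so 2 of 4 gave as many.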
